# The Protective Role of Hydrogen Sulfide and Its Impact on Gene Expression Profiling in Rat Model of COPD

**DOI:** 10.1155/2022/9407927

**Published:** 2022-03-18

**Authors:** Yanjing He, Yun Sun, Chengcheng Liao, Fan Lin, Zhengyuan Xia, Yongfen Qi, Yahong Chen

## Abstract

Chronic obstructive pulmonary disease (COPD) is a leading cause of death worldwide, which is usually caused by exposure to noxious particles or gases. Hydrogen sulfide (H_2_S), as an endogenous gasotransmitter, is involved in the pathogenesis of COPD, but its role in COPD is little known. To investigate the role of H_2_S in COPD, a rat model of COPD was established by cigarette smoking (CS) and intratracheal instillation of lipopolysaccharide (LPS). Rats were randomly divided into 4 groups: control, CS + LPS, CS + LPS + sodium hydrosulfide (NaHS, H_2_S donor), and CS + LPS + propargylglycine (PPG, inhibitor of cystathionine-*γ*-lyase, and CTH). Lung function *in vivo*, histology analysis of lung sections, malondialdehyde (MDA) concentration, CTH protein, total superoxide dismutase (T-SOD), and catalase (CAT) activity in lung tissues were assessed. Gene expression profiling of lung was assessed by microarray analysis. The results showed that rats in the CS + LPS group had lower body weight and lung function but higher lung pathological scores, MDA concentration, CTH protein, T-SOD, and CAT activity compared with the control. Compared with CS + LPS group, NaHS treatment decreased lung pathological scores and MDA concentration, while PPG treatment decreased body weight of rats and T-SOD activity, and no significant differences were detected in pathological scores by PPG treatment. Microarray analysis identified multiple differentially expressed genes, and some genes regulated by H_2_S were involved in oxidative stress, apoptosis, and inflammation pathways. It indicates that H_2_S may play a protective role in COPD via antioxidative stress and antiapoptosis pathway.

## 1. Introduction

Chronic obstructive pulmonary disease (COPD) is a preventable and chronic airway disease, which is characterized by airflow limitation that is not fully reversible and persistent respiratory symptoms, and it is usually caused by exposure to noxious particles or gases. Currently, COPD is the third leading cause of death worldwide and causes great burden to the society [1, 2]. Nowadays, it is well-known that cigarette smoking is the commonest risk factor for COPD; however, not all smokers get COPD in their lifetime [3]. In contrast, nonsmokers may develop COPD [4], and it indicates that genetic susceptibility may exist in this complex disease. Other risk factors, such as infections [5], genetic factors (alpha-1 antitrypsin deficiency) [6], and age [7], also influence the development of COPD, while the mechanisms of those risk factors leading to the development of COPD are poorly understood. Oxidative stress [8], apoptosis [9], inflammation [10], and the imbalance of protease and antiprotease [11], all contribute to COPD, and it seems promising to develop an effective antioxidative stress or antiapoptosis intervention as therapies for COPD.

Hydrogen sulfide (H_2_S) was considered as a toxic gas once time, it was discovered as the third endogenous gasotransmitter after nitric oxide (NO) and carbon monoxide (CO) in recent decades [12], and it can be catalyzed and generated in mammalian cells by three enzymes, namely cystathionine-*γ*-lyase (CTH), cystathionine-*β*-synthase (CBS), and 3-mercaptopyruvate sulphurtransferase (3-MST) [13, 14], and the 3-MST is identified in brain and blood vessel wall, this enzyme cooperates with cysteine aminotransferase to produce H_2_S [15]. Accumulated evidence shows that H_2_S is implicated in respiratory diseases, such as COPD, asthma, pulmonary fibrosis, and pulmonary arterial hypertension [16–21]. As an endogenous gasotransmitter, H_2_S is involved in physiological and pathological processes, such as tracheal tone [22], pulmonary fibrosis [20], oxidative stress [23], apoptosis, and inflammation [24]. Our previous study showed that serum H_2_S level was higher in patients with stable COPD than that in healthy control subjects or patients with acute exacerbation of COPD (5), and other study reported that H_2_S protected against tobacco smoke-induced emphysema in mice [25]. However, the underling molecular mechanism of H_2_S in regulating COPD is largely unknown.

In the present study, we established a rat model of COPD and applied microarray analysis to explore potential candidate genes mediated by H_2_S in this model. The potential differentially expressed (DE) genes were screened among the control group, rat model of COPD, and rat model treated with sodium hydrosulfide (NaHS) or propargylglycine (PPG). We hypothesized that H_2_S may play a protective role in COPD by antioxidative stress and antiapoptosis pathways. We further applied Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis to investigate the signaling pathways which the genes were involved in.

## 2. Materials and Methods

### 2.1. Rat Model of COPD

Animal care and experimental protocols were in compliance with the PR China Animal Management Rule (documentation 55, 2001, Ministry of Health of PR China).

Male Sprague–Dawley (SD) rats (210–250 g) were supplied by the Animal Center, Health Science Center, Peking University, and housed on a 12 h light/dark cycle in a temperature-controlled room (25 ± 2°C) with free access to water and food. The rats were randomly divided into four groups: control, cigarette smoking (CS) + lipopolysaccharide (LPS, Sigma), CS + LPS + NaHS (Sigma), and CS + LPS + PPG (Sigma) groups. The rat model of COPD was established with minor modification as previously described [22, 26]. Briefly, rats were exposed to cigarette smoking in a dynamic smoke box (Tianjin Hope Corp., Tianjin, China) on days 1-4, 6-18, and 20-30, respectively, 2 times/day, 1.5 h/time. In addition, LPS solution (500 *μ*g/ml, 200 *μ*l/animal/time) was instilled into exposed trachea with 1 ml syringe on days 5 and 19. Freshly prepared NaHS (14 *μ*mol/kg) or PPG (37.5 mg/kg) was injected intraperitoneally 2 h before CS or LPS exposure in NaHS or PPG treatment group, respectively. The control group underwent an identical schedule but received air or saline instead. Rats were anesthetized by intraperitoneal injection of 20% (w/v) urethane (5 ml/kg) 24 h later after the last CS exposure and processed to lung function test. The rats were sacrificed by exsanguination from abdominal artery.

### 2.2. Lung Function Test and Histological Analysis

Lung function was tested as previously described [18]. Peak expiratory flow (PEF), peak inspiratory flow (PIF), intrapressure (IP), and maximum rising slope of IP (IP slope) were analyzed using Chart 4.1 software (AD Instruments, Australia).

Histological analysis of rat lung and pathological scores was performed as previously described [22]. Briefly, the left lung tissue was fixed in 4% paraformaldehyde solution and embedded in paraffin. The lung tissue slices (5 *μ*m) were stained with hematoxylin and eosin (H&E), periodic acid-schiff (PAS), and Masson trichrome separately. The pathological scores were evaluated according to the following nine parameters with mild modification, namely constriction or occlusion of the small airway lumen, abscission or ulceration, squamous cell metaplasia, goblet cell proliferation of epithelium, inflammatory cell infiltration, pigment deposits, proliferation of fibrous tissue, smooth muscle hypertrophy in the airway wall, and emphysema of lung tissue. Three membranous bronchioles of each rat were selected for evaluation at random. Score for each parameter was ranged from 0 (normal) to 3 (abnormal). A total pathological score is calculated by summing the scores to all nine parameters in each rat. Scoring was performed in a blinded test.

### 2.3. MDA Concentration, Total SOD Activity, and CAT Activity

Rat lung tissues stored in -80°C fridge were homogenized in cold sterile saline on ice. Malondialdehyde (MDA) concentration, total superoxide dismutase (T-SOD), and catalase (CAT) activity were measured by spectrophotometry according to manufacturer's instructions (Jiancheng Bioengineering Institute, Nanjing, China) as previously described [27]. The MDA concentration was expressed as nmol.mg^−1^ protein. The T-SOD and CAT activity were expressed as units.mg^−1^ protein.

### 2.4. Western Blotting Analysis

The protein extraction of lung tissue was boiled with gel-loading buffer for 10 min at 100°C, resolved on 12% SDS-PAGE, and transferred to nitrocellulose membranes. The membranes were probed with CTH antibody (1 : 2000, Abnova, Taiwan) or *β*-actin antibody (Santa Cruz Biotechnology) and visualized with enhanced chemiluminescence (Applygen Technologies; Beijing). The protein levels were quantified by Image J software and normalized to *β*-actin as an internal control.

### 2.5. RNA Extraction and Microarray Analysis

Total RNA was extracted from the left upper lobe of rat lungs using Trizol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer's instructions. The purity and concentration of RNA was detected using NanoDrop 2000 spectrophotometer. The quality of RNA was assessed using Agilent 2100 Bioanalyzer, and samples with a RIN (RNA integrity number) of >7.0 were used in this study. cRNA was hybridized against Agilent G4853A GeneChips. Microarray experiments were performed following manufacturer's instructions. The raw data was analyzed using GeneSpring version 12.0 software. The screened differentially expressed DE genes were processed to cluster analysis, GO, and KEGG enrichment analysis using Funnet (http://www.funnet.info).

### 2.6. Statistical Analysis

Data are expressed as mean ± standard deviation (SD) or mean ± standard error of mean (SEM). Statistical significance in pathological scores among groups is tested with Kruskal-Wallis test followed by Dunn's post test. Other comparisons among groups are tested with one-way analysis of variance followed by Turkey test. Unpaired *t*-test is used between the two groups (GraphPad prism version 5). To derive DE genes, the fold change ≧2 is considered as upregulation or downregulation. A value of *P* < 0.05 is considered statistically significant.

## 3. Results

### 3.1. Body Weight and Lung Function

The COPD rat model was established by continuous cigarette smoking and intratracheal instillation of lipopolysaccharide (LPS) for 2 times. The body weight of each rat was monitored each day before the administration of NaHS or PPG.

Before experiment, there was no significant difference in body weight of rats among the groups. By the end of the experiment, the body weight in the CS + LPS group was decreased significantly compared with the control. Compared with the CS + LPS group, there was no significance in body weight of rats by NaHS treatment, but PPG treatment decreased body weight markedly (Table 1).

For lung function, The peak expiratory flow (PEF) was significantly lower in the CS + LPS group than that in the control group, whereas intrapressure (IP) was 66% higher (all *P* < 0.01) (Table 2). No significant differences were detected in lung function after NaHS or PPG treatment compared with the CS + LPS group (Table 2).

Data are expressed as mean ± SD, *n* = 7/group; ^∗^*P* < 0.05 vs. control, ^∗∗∗^*P* < 0.001 vs. CS + LPS group.

PIF, peak inspiratory flow; PEF, peak expiratory flow; IP, intrapressure; IP slope, maximum rising slope of IP. Data are expressed as mean ± SD, *n* = 7/group, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001 vs. control.

### 3.2. NaHS Treatment Alleviated Lung Injury in Rats Exposed to CS Combined with LPS

In CS + LPS group, represented COPD rat model, the lung sections by histological analysis showed the following pathological features: airway mucus secretion and inflammatory cell obstruction, necrosis and erosion of bronchial epithelium, metaplasia of airway goblet cells, airway inflammatory cell infiltration, proliferation of fibrous tissues in airway wall, and emphysema, and each features was shown in different degrees. Chronic bronchitis was the main feature of this model. The lung pathological injury scores in the CS + LPS group were increased significantly compared with that in the control group (*P* < 0.01) (Figures 1(a), 1(b), 1(c), and 1(d)), whereas the scores were decreased by NaHS treatment (*P* < 0.01). No significant difference was detected in pathological scores between CS + LPS and CS + LPS + PPG group. The raw histological images were provided in supplementary files (SF1).

### 3.3. Oxidant/Antioxidant Stress Imbalance

MDA, SOD, and CAT activities were selected to act as markers of oxidative stress. Compared with the control, in the CS + LPS group, the MDA concentration in lung tissues was increased by 24% (*P* < 0.05) (Figure 2(a)); compared with the CS + LPS group, NaHS treatment decreased MDA concentration by 21% (*P* < 0.05), whereas there is no significant difference for MDA concentration after the blockade of endogenous CTH with PPG; compared with the control group, the T-SOD and CAT activity in the CS + LPS group were increased by 47% and 52% (*P* < 0.01), respectively; However, compared with the CS + LPS group, after the administration of NaHS or PPG, there is no significantly difference for CAT activity among the groups, but the T-SOD activity was decreased by 33% in the CS + LPS + PPG group compared with the CS + LPS group (*P* < 0.05) (Figures 2(b) and 2(c)).

### 3.4. Chronic Exposure to CS Combined with LPS Increased CTH Protein Expression Level

CTH protein expression level in lung tissue was increased in the CS + LPS group compared with the control group (*P* < 0.01) (Figure 3); however, after the administration of NaHS or PPG, there was no statistical significance for CTH protein level compared with CS + LPS group.

### 3.5. DE Genes Screened by Microarray Analysis

There were total 30507 genes on gene chips, of which 20726 genes were detected and 9781 genes were not detected. 

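The array data came from 12 rats, 3 in each of the 4 groups, and lung RNA of each rat was labelled in a single colour and hybridized to an array of its own. The exposed rats had received cigarette smoke until day 30 and 200 μl of LPS at 500 μg/ml on days 5 and 19, and the lungs were taken 24 h after the last exposure. The treated rats were also given NaHS, a salt that releases H2S, at 14 μmol/kg, or PPG, which blocks the H2S-producing enzyme CTH, at 37.5 mg/kg. The authors scanned the arrays with Agilent's Feature Extraction software and deposited the intensity of each of 62976 spots per array as processed signal, from which that software had already removed the background. They also deposited 5 lists of DE probes with fold changes and p-values. The spots of each array belonged to 30507 distinct probes, of which 140 were control probes and 30367 were probes for rat transcripts. A gene could have several probes, so all counts are of probes unless genes are named. A probe was called detected when the scanner software set it well above background on all 3 arrays of at least 1 group, since the paper's text does not name its own detection rule. By this rule, 21239 probes with 11331 different gene symbols were detected (69.9%) and 9128 were not detected. Requiring all 12 arrays left 18971 detected probes, and requiring only 1 array gave 24964. The processed signal was put on the log2 scale, the 75th percentile of each array was subtracted, and the mean of the 12 percentiles was added back. Spots marked as outliers by the scanner software (446 to 704 per array) were left out, and the spots of a probe were averaged.

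The 75th percentile of the processed signal ranged from 1229 to 2300 (median 2110) in the control group, from 2351 to 3261 (median 2465) in the CS + LPS group, from 2310 to 2710.4 (median 2632) in the CS + LPS + NaHS group, and from 2167 to 2357 (median 2322) in the CS + LPS + PPG group. On single arrays, between 66.0% and 75.5% of the probes were well above background, and 0 spots were saturated. With 3 arrays in each group, the number of arrays limits the precision of every value. The arrays lay on 2 slides that were scanned separately. The CS + LPS arrays and control replicate 3 shared slide 2, and all other arrays were on slide 1. A difference between the CS + LPS group and either treated group is therefore also a difference between slides, and control replicate 3 is the only array that links them. Control replicate 3 also had the lowest signal. Its Pearson correlation with the other arrays over the detected probes was 0.936 to 0.956, against at least 0.975 for every pair of the other arrays, where the probes are not independent replicates. The median correlation was 0.988 within groups and 0.984 between groups.

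**Figure D1:**
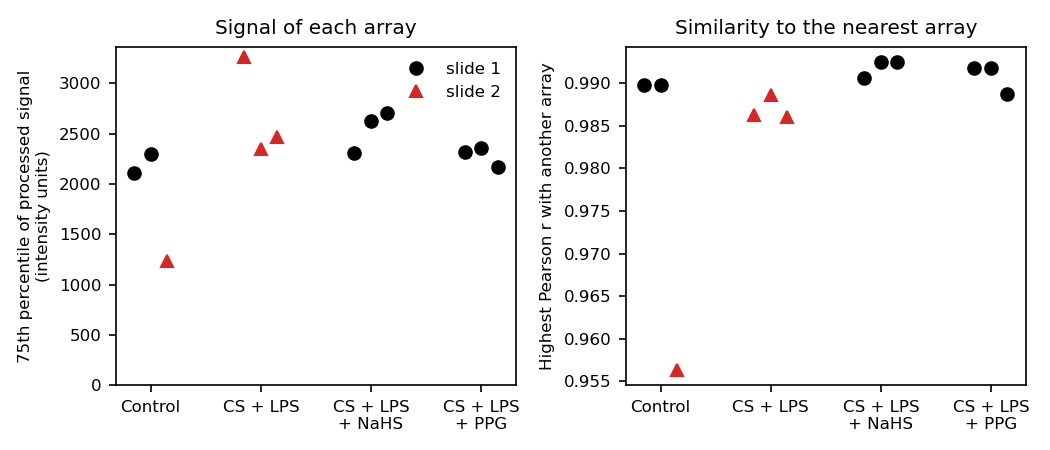
Overall signal and similarity of the 12 arrays, by group. The left plot gives the 75th percentile of the processed signal of each array, and the right plot its highest Pearson correlation with any other array. Black circles are arrays on slide 1 and red triangles arrays on slide 2. Control replicate 3 has the lowest signal (1229) and the lowest value in the right plot (0.956).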

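Differences between groups were tested with limma, version 3.58.1, on the 21239 detected probes with all 12 arrays in the fit, so that the 4 groups shared the estimate of the spread. All tests were two-sided. A fold change of 2 equals a difference of 1 on the log2 scale, and the p-value compared with 0.05 was not adjusted for the number of probes tested. The number of probes with an adjusted p under 0.05 (Benjamini-Hochberg) is given as well, and both were also computed with the unpaired t-test of the methods. For a single gene, no exact permutation test of 3 rats against 3 can give a p below 0.1, so adjusted p-values of limma are given. In simulated arrays with 200 probes changed by 1.5 on the log2 scale between the CS + LPS and control groups, the fold change and p-value rule recovered 95.5% of these and also called 104 unchanged probes. With an adjusted p, limma recovered 80.5% and called 11 unchanged probes, whereas the methods' t-test recovered 94% by the rule and 0.5% after adjustment. These simulations held no slide effect and no array set apart as control replicate 3 was. Among the real arrays, mixed divisions of the control and CS + LPS arrays gave 104 to 534 DE probes. Mixed divisions keep part of any real difference, so these counts give no exact rate of false calls. The simulated number of false calls may therefore be too low for the real arrays. With a slide effect of SD 0.5 added to each probe, limma without a slide term called 459 unchanged probes for CS + LPS against control (61 of any fold change after adjustment), and 1573 for NaHS against CS + LPS (3512 after adjustment). With slide as a block these were 287 (9) and 478 (0), but none of the changed probes was recovered after adjustment for NaHS against CS + LPS.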

Genes with fold change (FC) ≥ 2 and *P* <0.05 were accepted as DE genes. The gene expression data was deposited in Gene Expression Omnibus (GEO), and the GEO accession number is GSE184693 (https://www.ncbi.nlm.nih.gov/geo/info/linking.html). 

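Between the CS + LPS and control groups, 969 probes had a fold change of at least 2 and an unadjusted p under 0.05, with 351 higher and 618 lower in the CS + LPS group, and 428 probes of any fold change had an adjusted p under 0.05 from limma. Against control, the CS + LPS + NaHS group had 567 DE probes (276 higher, 291 lower) and 21 with an adjusted p under 0.05. The CS + LPS + PPG group had 930 DE probes against control (493 higher, 437 lower) and 986 with an adjusted p under 0.05. Compared with the CS + LPS group, 361 probes passed in the CS + LPS + NaHS group (316 higher, 45 lower), and 126 had an adjusted p under 0.05. In the CS + LPS + PPG group, 435 probes passed against CS + LPS (378 higher, 57 lower), and 111 had an adjusted p under 0.05.

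The split into higher and lower probes depended on the scaling. After quantile normalization, 568 of 922 DE probes between the CS + LPS and control groups were higher in CS + LPS (61.6% against 36.2%). Against CS + LPS, 189 of 254 were higher with NaHS (74.4% against 87.5%) and 251 of 337 with PPG (74.5% against 86.9%). With normexp background correction in place of the processed signal, 67 of 254 DE probes between the CS + LPS + NaHS and control groups were higher (26.4% against 48.7%). For CS + LPS against control and both comparisons with CS + LPS, the alternative that moved the counts most was a fit with the slide as a block, which gave 4831 DE probes between the CS + LPS and control groups and rests on control replicate 3. For NaHS and PPG against control, counts were 254 and 384 with normexp and 1258 and 1311 without a filter. With slide as a block, the share of higher probes also changed to 64.8% of 412 for NaHS against control, 65.0% of 660 for PPG against control, 74.3% of 4224 for NaHS against CS + LPS and 72.3% of 4120 for PPG against CS + LPS. Without control replicate 3, 612 DE probes were counted between the CS + LPS and control groups, and without control replicate 2, 1790. Leaving out control replicate 2 also raised the counts against control to 1228 with NaHS and 1602 with PPG. Control replicate 3 also entered the spread used for the comparisons with CS + LPS, and without it 393 (NaHS) and 283 (PPG) probes had an adjusted p under 0.05 there. The methods' t-test gave 443, 279 and 498 DE probes for CS + LPS, CS + LPS + NaHS and CS + LPS + PPG against control, and 292 and 309 for NaHS and PPG against CS + LPS. After adjustment it called 1 probe for CS + LPS against control and 1 for each treated group against CS + LPS. It called 0 probes for NaHS and for PPG against control, where 2346 and 3731 probes had an unadjusted p under 0.05.

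Of the 341 probes in the authors' deposited list for CS + LPS against control, 273 also passed here, as did 218 of 241 and 400 of 448 for NaHS and PPG against control, and 161 of 191 and 185 of 217 for NaHS and PPG against CS + LPS. All listed probes that were tested here changed in the listed direction (340, 241, 448, 190 and 216 probes).

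**Figure D2:**
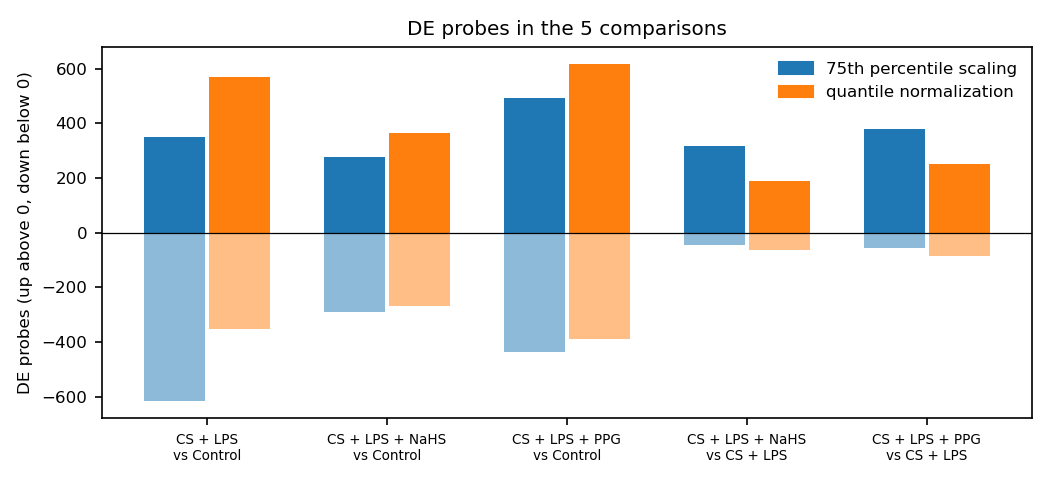
Number of DE probes in each of the 5 comparisons. Bars above 0 count probes that were higher in the first group named and pale bars below 0 count probes that were lower. Blue bars are values scaled to the 75th percentile and orange bars values after quantile normalization. For CS + LPS against control, lower probes outnumber higher ones in blue (618 and 351) and the order is the opposite in orange (354 and 568).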

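The largest changes were taken for each comparison as the 3 strongest rises and 3 strongest falls among DE probes with a gene symbol. They also had to be well above background on all arrays compared, with no overlap of values between the groups. Chance alone gives no overlap for 10% of probes, but this rate does not hold for probes already selected as DE. Against control, the CS + LPS group rose most in Fcnb (ficolin B), with a log2 signal of 11.74 ± 1.21 (SD, n = 3) against 8.96 ± 0.97 (SD, n = 3), a log2 fold change of 2.78 (standard error 0.60, adjusted p = 0.0452 from limma). Retnla rose by 2.47 (adjusted p = 0.0694) and C6 came next, while Pgbd5, Dio3 and Ugt2b37 changed by -1.999, -1.98 and -1.88 (adjusted p = 0.00673, 0.0384 and 0.0281 from limma). Fcnb was also the strongest rise with NaHS against control, at 2.74 (adjusted p = 0.121 from limma), ahead of Scgb3a1 at 2.48 and Defb5 at 2.20. Scgb3a1 changed by 1.43 without control replicate 1 and did not pass with the methods' t-test (p of 0.106). Fcnb is a transcript of neutrophils, and the median of the neutrophil markers was higher in the exposed groups as well. Zbtb16, LOC687801 and Mro fell most with NaHS, by -2.79, -2.14 and -2.12. With PPG against control, Bpifa1 rose by 6.45 (standard error 1.66, adjusted p = 0.0524 from limma), but its control values were spread widely, at 7.56 ± 3.42 (SD, n = 3). Scgb3a1, whose control values ranged from 9.57 to 13.65, followed at 3.61 (adjusted p = 0.0397), and Fabp3 at 2.96 (adjusted p = 0.0484), the latter a transcript of heart muscle, for which heart tissue in the samples could not be told apart from a change in the lung. Zbtb16, Opn4 and Cel changed by -2.47, -2.12 and -2.07, and the pancreatic transcript Cel was highest on control replicate 3. With slide as a block, Zbtb16 no longer passed for NaHS or for PPG.

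Compared with the CS + LPS group, NaHS-treated rats had the strongest rise in Cd300lg, at 4.38 (standard error 1.93, adjusted p = 0.491 from limma). This value turned to -0.89 with slide as a block, a fit that rests on control replicate 3. Cd300lg was 6.99 on that array, against 12.66 and 11.84 on control replicates 1 and 2. Ctrb1 was the next, and Tmprss6 rose by 2.14, from 6.21 ± 0.29 to 8.36 ± 0.17 (SD, n = 3 each; adjusted p = 0.00082 from limma). Cxcl3, Mmp28 and Cd300c2 changed by -1.59, -1.39 and -1.28, with adjusted p = 0.0569, 0.436 and 0.342 from limma. With PPG, Bpifa1 was 6.19 above CS + LPS, and the transcripts Thrsp and Car3, which are abundant in fat, rose by 2.88 and 2.67 (adjusted p = 0.178, 0.459 and 0.39 from limma). Mcpt1 changed by -2.01 and Eln (elastin) by -2.003, from 13.65 ± 0.76 to 11.65 ± 0.37 (SD, n = 3 each), and of these only Eln had an adjusted p under 0.05 (0.0383 from limma). Mcpt1 changed by -1.12 without CS + LPS replicate 1 and did not pass with the methods' t-test (p of 0.0902). The most intense Npas2 probe changed by -1.87, whereas another Npas2 probe changed by 0.73 in the other direction. Zbtb16, Mro, Cd300lg, Mmp28, Cd300c2, Thrsp and Car3 no longer passed in at least 1 of the fits without a single array, in which their highest unadjusted p from limma lay between 0.0569 and 0.143.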

Comparing the CS + LPS group with control, 341 DE genes were identified, of these 341 genes, 108 genes were downregulated, and 233 genes upregulated; comparing the CS + LPS + NaHS or CS + LPS + PPG group with the control group, 241 and 448 DE genes were identified, respectively; comparing the CS + LPS + NaHS group with the CS + LPS group, 191 DE genes were identified, of these 191 genes, 40 genes were downregulated, and 151 genes upregulated; comparing the CS + LPS + PPG group with the CS + LPS group, 217 DE genes were identified, of these 217 genes, 56 genes were downregulated, and 161 genes upregulated (Table 3).

### 3.6. Cluster Analysis

The genes were processed to unsupervised hierarchical cluster analysis. 

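Over the 21239 detected probes, average linkage on 1 minus Pearson's r of probe-centred values placed the 3 arrays of each of the 4 groups in a cluster of their own. Control replicate 3 joined control replicates 1 and 2, although it shared a slide with the CS + LPS arrays. The mean distance was 0.83 within groups and 1.13 between groups (exact permutation over all divisions of the arrays into 4 groups of 3, p = 6.49e-05, the smallest that these can give). The 1928 probes that were DE in at least 1 comparison also gave 4 of 4 groups, with 0.62 within and 1.18 between groups, but they had been chosen on the same arrays. The distance and linkage of the paper's cluster analysis are not named in its text. With Euclidean distance, only 1 of the 4 groups formed a cluster of its own over the detected probes, and 3 did over the DE probes.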

Generally, subjects with similar characteristics will cluster together into the same cluster, and the DE genes with similar expression patterns will cluster together, and we found the subjects in the same group were clustered together. Thereafter, all the DE genes were annotated by GO and KEGG enrichment analysis (in the following sections), 27 DE genes involved in apoptosis, oxidative stress, and inflammation, and engulfment pathways were selected to cluster again with unsupervised hierarchical cluster analysis; it showed that subjects in the same group clustered together, the gene expression profiling between the CS + LPS and control group has big difference, and the gene expression profiling in theCS + LPS + NaHSgroup was close to the control group (Figure 4).

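The 27 genes of Figure 4 were not used here, since they are listed only in the picture, and the 16 genes that the text and Table 4 name were used in their place. Over these 16 genes, which the study had picked on the same arrays, the control and CS + LPS arrays each formed a cluster of their own and the NaHS and PPG arrays did not (2 of 4 groups, mean distance 0.53 within and 1.20 between groups). The Euclidean distance of each array to the mean of the control arrays was 2.18 ± 0.63 (SD, n = 3) for the control arrays themselves, 4.17 ± 0.44 for CS + LPS, 3.98 ± 0.80 for NaHS and 3.56 ± 0.38 for PPG (SD, n = 3 each). The NaHS arrays were thus 0.19 closer to control than the CS + LPS arrays, a difference within the spread of the rats (exact permutation test, two-sided p = 0.8). It ranged from -0.24 without NaHS replicate 3 to 0.55 without NaHS replicate 2. With the slide effect removed it was 1.38 (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Over all detected probes, the distance was 88.4 ± 9.48 for CS + LPS, 73.7 ± 3.85 for NaHS and 85.4 ± 7.83 for PPG (SD, n = 3 each), and the NaHS arrays were 14.7 closer than the CS + LPS arrays (exact permutation test, p = 0.1).

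**Figure D3:**
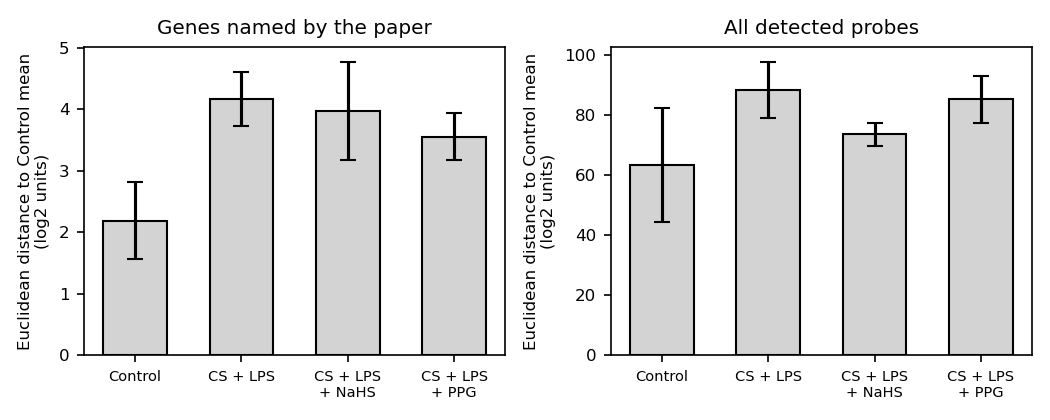
Euclidean distance of the arrays to the mean of the control arrays, with bars for the mean of 3 arrays and error bars for the SD. The left plot covers the 16 genes that the paper names and the right plot all 21239 detected probes. The bars of CS + LPS and NaHS are 4.17 and 3.98 high on the left and 88.4 and 73.7 on the right.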

### 3.7. GO Enrichment Analysis

The GO enrichment analysis includes biological process category, molecular function category, and cellular component category. All the DE genes were annotated by GO enrichment analysis.

Between CS + LPS group and control group, 163 DE genes were annotated in GO biological processes. 

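The GO annotation could be read from the authors' deposited lists, in which 206 of the 341 probes for CS + LPS against control carried a GO term of any category and 264 different gene symbols were named. The enrichment itself was not repeated, because File S2 was not used here. Of the 340 listed probes that were tested here, 166 had an adjusted p under 0.05 from limma. After quantile normalization 338 of the listed probes passed fold change and unadjusted p, and 113 had an adjusted p under 0.05.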

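Counted in the authors' deposited list for CS + LPS against control, the term response to drug was carried by 12 probes, of which 8 were higher and 4 lower in the CS + LPS group, and 10 of these passed fold change and p here, 5 of them with an adjusted p under 0.05 from limma. Of 11 probes annotated to multicellular organismal development, 10 were lower, and 10 passed (7 after adjustment). Positive regulation of apoptosis had 9 probes, with 4 higher and 5 lower, of which 6 passed (3 of them after adjustment). The term immune response had 13 probes of 12 genes, 11 of them higher, and 11 passed (6 after adjustment). Inflammatory response had 8 probes of 7 genes, 5 higher and 3 lower, and 7 passed (5 after adjustment). The widest change within these terms was that of a probe of RT1-Bb, which changed by -11.04 on the log2 scale (standard error 2.43, adjusted p = 0.047 from limma), while another RT1-Bb probe rose by 1.13. RT1 genes also varied more than other genes between rats of a group (median SD 0.36 against 0.26 over all probes). No fall of the gene RT1-Bb can thus be read from the first probe. Among the inflammatory genes, Cxcl3 rose by 2.10 (adjusted p = 0.0157), Sele by 1.81 (adjusted p = 0.0247) and Ccl2 by 1.33 (adjusted p = 0.146 from limma), whereas both Calca probes fell, by -1.50 and -2.18.

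As a test of a whole family, the 31 detected genes of chemokine ligands changed by a mean of 0.49 and a median of 0.44 on the log2 scale in CS + LPS against control, with 25 higher and 6 lower. The rotation test fry of limma gave a p of 0.0291 for this family, or 0.0873 adjusted over the 3 families tested. The competitive test camera gave 0.000216 with its preset correlation between genes but 0.106 with the correlation estimated from these arrays. Normexp background correction moved the family most, to a mean of 0.33 and a fry p of 0.088, when the median of all probes also moved to -0.14.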

According to the number of DE genes annotated by the considered GO biological process category, the top 5 signaling pathways were shown as follows: response to drug (12 genes), multicellular organismal development (11 genes), positive regulation of apoptosis (9 genes), immune response (9 genes), and inflammatory response (8 genes) (Figure 5(a)). 

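The values of 9 genes annotated to positive regulation of apoptosis are given as log2 signal in CS + LPS against control, each for the most intense probe of the gene. Positions are those of the probe in the authors' deposited lists, which name no genome build. Itga6, at 3:54263800 to 54263859, was 8.16 ± 0.09 in CS + LPS and 9.24 ± 0.51 in control (SD, n = 3 each), a log2 fold change of -1.08 (standard error 0.23, adjusted p = 0.0438 from limma) that was -0.80, under the fold change of 2, without control replicate 3. Igfbp3, on chromosome 14 from 87959244 to 87959303, was 11.97 ± 0.25 against 13.16 ± 0.19, a change of -1.19 (standard error 0.17, adjusted p = 0.0155). Kcnma1, on chromosome 15 from 950227 to 950286, was 7.93 ± 0.62 against 9.18 ± 0.38, a change of -1.25 (standard error 0.30, adjusted p = 0.0576), or -0.93 without CS + LPS replicate 1. C6, on chromosome 2 from 53764375 to 53764434, rose from 8.83 ± 0.51 to 11.22 ± 0.92, by 2.39 (standard error 0.60, adjusted p = 0.0658). Ifi204, which the current rat annotation GRCr8 names Mnda, rose by 1.02 (adjusted p = 0.146), or 0.84 without control replicate 3. Jun changed by -0.96, Tnfrsf8 by 0.96 and Aldh1a3 by 0.88 (adjusted p = 0.0404, 0.053 and 0.0538 from limma), which is under the fold change of 2, and after quantile normalization they reached -1.02, 1.17 and 1.15. With normexp background correction, Aldh1a3 changed by only 0.25. The most intense probe of Itgb1 was 13.81 ± 0.11 in CS + LPS and 13.62 ± 0.45 in control, a change of 0.19 (standard error 0.19, adjusted p = 0.53). The Itgb1 probe in the authors' lists, on chromosome 19 from 58611137 to 58611196, went the other way, from 12.43 ± 0.38 to 11.29 ± 0.43, a change of -1.14 (standard error 0.24, adjusted p = 0.0427 from limma), or -0.90 without CS + LPS replicate 3.

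By the most intense probe, 5 of the 9 genes passed fold change and p, 8 had an unadjusted p under 0.05, and 3 had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone the number was 8, which is not independent evidence because the study chose the list on these rats. The values of the groups did not overlap for 8 of the 9. Chance gives 10% for unselected probes, a rate that does not hold for genes chosen on these rats. All 9 kept their sign with slide as a block, and 7 passed.

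**Figure D4:**
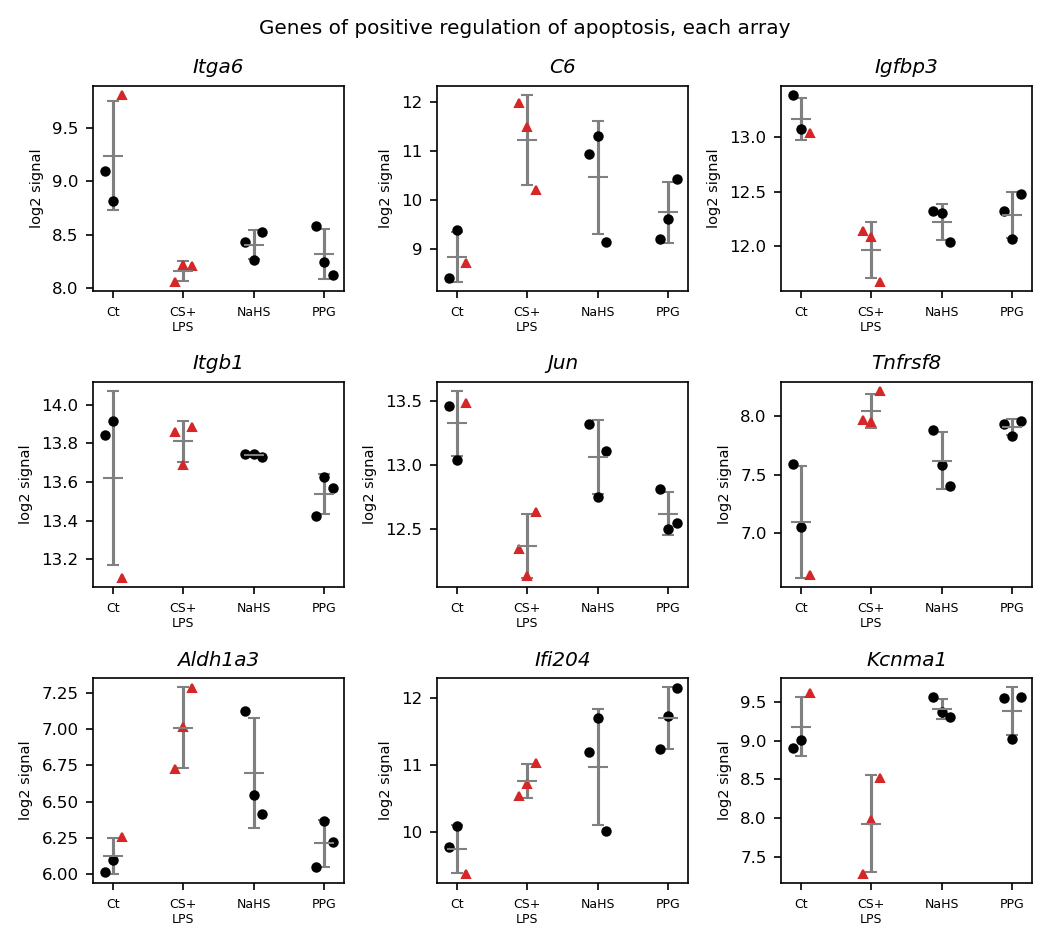
Log2 signal of the 9 genes on each array of the control (Ct), CS + LPS, NaHS and PPG groups, by the most intense probe. Grey lines are the mean and SD of 3 arrays, black circles are arrays on slide 1 and red triangles arrays on slide 2. The CS + LPS values of Igfbp3 lie below all control values and those of C6 above them, while those of Itgb1 overlap.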

The DE genes involved in positive regulation of apoptosis pathway are *Itga6* (integrin, alpha6), *C6* (complement component 6), *Igfbp3* (insulin-like growth factor binding protein 3), *Itgb1* (integrin, beta1), *Jun* (Jun oncogene), *Tnfrsf8* (tumor necrosis factor receptor superfamily, member 8), *Aldh1a3* (aldehyde dehydrogenase 1 family, member A3), *Ifi204* (interferon activated gene 204), and *Kcnma1* (potassium large conductance calcium-activated channel, subfamily M, alpha member1) (Table 4).

Between CS + LPS + NaHS group and CS + LPS group, 92 DE genes were annotated in GO biological process, and the top 5 signaling pathways were shown as follows: nervous system development (7 genes), positive regulation of apoptosis (6 genes), transmembrane transport (6 genes), cell proliferation (5 genes), and negative regulation of cell proliferation (5 genes) (Figure 5(b)). 

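In the authors' deposited list for NaHS against CS + LPS, 100 of the 191 probes carried a GO term. The 7 probes annotated to nervous system development were all higher with NaHS, by 1.27 (Fam5b) to 1.78 (Zic2) on the log2 scale, and 6 of them passed fold change and p here, 4 with an adjusted p under 0.05 from limma. The term positive regulation of apoptosis was carried by 5 probes, all higher, of which 3 passed and 1 also after adjustment. Transmembrane transport had 5 probes, 2 higher and 3 lower, of which 3 passed and 0 did after adjustment by limma. With slide as a block, which rests on control replicate 3, only 3 of these 5 kept their sign. All 5 probes of cell proliferation were higher and passed (1 after adjustment), and of the 5 probes of negative regulation of cell proliferation, all higher, 2 passed and 0 did after adjustment by limma.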

The DE genes involved in positive regulation of apoptosis pathway are *Itgb1*, *Kcnma1*, *Psen1* (presenilin 1), *Pdia3* (protein disulfide isomerase family A member 3), *Ptgs2* (prostaglandin-endoperoxide synthase 2), and *Ctrb1* (chymotrypsinogen B1) (Table 4). 

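Against CS + LPS, Ctrb1, whose probe the authors' deposited lists place on chromosome 19 from 41611386 to 41611445 with no genome build named, rose with NaHS from 8.65 ± 0.13 to 11.04 ± 0.46 (SD, n = 3 each), by 2.39 on the log2 scale (standard error 0.43, adjusted p = 0.0385 from limma). It is a pancreatic transcript, and on control replicate 3 it was 1.05 higher than on the other control arrays. Pdia3, on chromosome 3 from 108236022 to 108236081, rose from 12.67 ± 0.54 to 13.80 ± 0.18, by 1.13 (standard error 0.30, adjusted p = 0.155), but by only 0.19 with slide as a block and 0.83 without CS + LPS replicate 3. Ptgs2, on chromosome 13 from 64432919 to 64432978, was well above background on all 3 NaHS arrays and on 1 of the CS + LPS arrays. Its signal was 5.63 ± 0.20 against 4.37 ± 0.53 and rose by 1.26 (standard error 0.71), with a p of 0.103 and an adjusted p of 0.658 from limma. The methods' t-test gave a p of 0.0178 for Ptgs2, and normexp background correction lowered its rise to 0.46. With slide as a block, which rests on control replicate 3, the rises of Ptgs2 and Ctrb1 were larger, at 3.91 and 3.44.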

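The 2 probes of Itgb1 differed in the comparison of NaHS with CS + LPS as they had in that with control. The most intense one was 13.74 ± 0.01 with NaHS and changed by -0.07 from CS + LPS (standard error 0.19, adjusted p = 0.959 from limma). The one in the authors' lists was 12.29 ± 0.13 with NaHS (SD, n = 3) and was 1.00 higher than in CS + LPS (standard error 0.24, adjusted p = 0.114), slightly under the fold change of 2 before rounding. The mean of both probes changed by -0.48 in CS + LPS against control and by 0.46 in NaHS against CS + LPS. The most intense probe of Kcnma1 rose to 9.41 ± 0.13 with NaHS (SD, n = 3), 1.49 above CS + LPS (standard error 0.30, adjusted p = 0.0613 from limma), and stayed between 1.16 and 1.78 above it with single arrays left out. With PPG it was 9.38 ± 0.31, which is 1.45 above CS + LPS (adjusted p = 0.0742). Against control, no difference in Kcnma1 was detectable with NaHS or PPG, with changes of 0.23 and 0.20 (adjusted p = 0.696 and 0.678 from limma). With slide as a block, Kcnma1 was 2.14 higher with NaHS than in CS + LPS. In the same fit the authors' Itgb1 probe changed by 1.56 and the most intense one by -0.85.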

Notably, *Itgb1* and *Kcnma1* were downregulated in the CL + LPS group compared with the control group but upregulated in the NaHS-treated group compared with the CL + LPS group. 

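Mpo (myeloperoxidase), on chromosome 10 from 76094059 to 76094118 in the authors' lists, whose genome build is not named, was 6.31 ± 0.20 with NaHS and 4.77 ± 0.24 in CS + LPS (SD, n = 3 each). This rise of 1.54 on the log2 scale (standard error 0.28, adjusted p = 0.0394 from limma) was 0.47 with slide as a block and 0.69 with normexp background correction, and in neither did Mpo pass. Mpo rose with PPG too, by 1.70 (adjusted p = 0.026). Slc23a2, on chromosome 3 from 119796383 to 119796442, was well above background on 2 NaHS arrays and 3 CS + LPS arrays, with 4.84 ± 0.06 against 5.74 ± 0.33. It changed by -0.90 (standard error 0.52), with a p of 0.113 and an adjusted p of 0.677 from limma. After quantile normalization the change of Slc23a2 was -1.09, with a p of 0.0337 from limma, and with slide as a block its direction reversed, to 1.46. For both genes the fit with slide as a block rests on control replicate 3. Slc23a2 was 7.35 on that array, against 5.22 and 4.77 on control replicates 1 and 2. The values of NaHS and CS + LPS did not overlap for Mpo or Slc23a2. Chance gives no overlap for 10% of unselected probes, a rate that does not hold here because the study chose both genes on these arrays.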

Between CS + LPS + NaHS group and CS + LPS group, there were 4 genes involved in response to oxidative stress pathway, namely *Psen1*, *Ptgs2* (prostaglandin endoperoxide synthase 2), *Mpo* (myeloperoxidase), and *Slc23a2* (solute carrier family 23 member 2), the former three genes were upregulated in the NaHS treatment group compared with the CS + LPS group, and the latter one was downregulated. 

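Ppargc1a, on chromosome 14 from 64365667 to 64365726 in the authors' lists, had a log2 signal of 7.06 ± 0.13 in the NaHS group, 5.88 ± 0.57 in CS + LPS and 6.74 ± 0.34 in control (SD, n = 3 each). It was 1.18 higher with NaHS than in CS + LPS (standard error 0.30, adjusted p = 0.143 from limma), and every NaHS array lay above every CS + LPS array (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With single arrays left out the difference was between 0.89, without CS + LPS replicate 2, and 1.46. It was 1.01 after quantile normalization and 0.67, under the fold change of 2, with normexp background correction. In CS + LPS against control Ppargc1a changed by -0.86 (adjusted p = 0.128).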

The gene *Ppargc1a* (peroxisome proliferator-activated receptor gamma, coactivator 1 alpha) is involved in the regulation of cell death, positive regulation of gluconeogenesis, positive regulation of fatty acid oxidation, negative regulation of neuron apoptosis, and neuron death, and it was upregulated in the NaHS treatment group compared with the CS + LPS group.

Between CS + LPS + PPG group and CS + LPS group, 98 DE genes were annotated in GO biological process, and the top 5 signaling pathways were shown as follows: immune response (10 genes), antigen processing and presentation (8 genes), cell adhesion (7 genes), antigen processing and presentation of peptide antigen via MHC class I (7 genes), and positive regulation of cell proliferation (6 genes) (Figure 5(c)).

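The authors' deposited list for PPG against CS + LPS had 110 probes with a GO term among 217. Immune response was named for 3 of them, C9, Cxcl10 and LOC683761, which rose by 1.36, 1.32 and 1.04 on the log2 scale, and all 3 passed fold change and p here (0 had an adjusted p under 0.05 from limma). LOC683761 was also the only probe annotated to antigen processing and presentation, and to that of peptide antigen via MHC class I. Its rise was 0.42 with slide as a block, a fit that rests on control replicate 3. Cell adhesion was named for 7 probes, 2 higher and 5 lower, of which 6 passed (1 after adjustment). Positive regulation of cell proliferation had 6 probes, 4 higher and 2 lower, and 4 of them passed (1 after adjustment).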

The detailed DE genes annotated by considered GO biological process category, GO molecular function category, and cellular component category were in supplementary data online (File S2).

### 3.8. KEGG Enrichment Analysis

All the DE genes were also annotated by the considered KEGG category.

Between CS + LPS group and control group, 85 DE genes were annotated by the considered KEGG category. 

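The membership of KEGG pathways was not analysed here, since File S3 was not used, so that only the genes on which this annotation was made can be described. The authors' deposited list for CS + LPS against control named no symbol for 64 of its probes, and 1 of its entries was a control probe of the array. With slide as a block, 338 of the 340 tested probes kept the listed direction and 247 passed fold change and p, and without control replicate 3, 213 passed.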

According to the number of DE genes annotated by the considered KEGG category, the top 5 signaling pathways were shown as follows: cell adhesion molecules (9 genes), leishmaniasis (8 genes), phagosome (8 genes), toxoplasmosis (7 genes), and systemic lupus erythematosus (7 genes) (Figure 6(a)).

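Integrins are the cell surface receptors of focal adhesion, and 19 integrin genes were detected. Between NaHS and CS + LPS, 14 of them were higher and 5 lower, with a mean change of 0.18 and a median of 0.11 on the log2 scale (fry of limma, a p of 0.134, or 0.16 adjusted over the 3 families). The test camera gave 0.044 with its preset correlation and 0.278 with an estimated one. The mean was -0.21 with slide as a block, so that the direction of the family depended on this choice. That fit rests on control replicate 3, so the reversal cannot be credited to the slide. Itga2 was the only integrin past fold change and p, with a rise of 1.34 (standard error 0.30, adjusted p = 0.0881 from limma). In the authors' deposited list for NaHS against CS + LPS, 56 of 191 probes had no symbol. Of its 190 tested probes 63 had an adjusted p under 0.05 here, and 170 kept the listed direction with slide as a block.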

Between CS + LPS + NaHS group and CS + LPS group, 39 DE genes were annotated by the considered KEGG category, and the top 5 signaling pathways were shown as follows: phagosome (4 genes), focal adhesion (4 genes), regulation of actin cytoskeleton (4 genes), small cell lung cancer (3 genes), and leukocyte transendothelial migration (3 genes) (Figure 6(b)).

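The RT1 genes form the major histocompatibility complex of the rat, whose class I molecules present antigens, and 33 of them were detected. Between PPG and CS + LPS, 20 were higher and 13 lower, with a mean change of 0.27 and a median of 0.35 on the log2 scale (fry of limma, a p of 0.16, also 0.16 adjusted over the 3 families). The test camera gave 0.00448 with its preset correlation and 0.357 with an estimated one. With slide as a block, which rests on control replicate 3, the mean was -0.33. Of these genes, 9 passed fold change and p, but 0 had an adjusted p under 0.05 from limma. The strongest rise was that of RT1-CE3, at 1.58 (adjusted p = 0.247), and the strongest fall that of RT1-CE10, at -3.48 (standard error 1.37, adjusted p = 0.403). RT1 genes varied more than other genes between rats of the same group, with a median SD of 0.36 against 0.26 over all probes. Of the 216 tested probes in the authors' deposited list for PPG against CS + LPS, 193 kept the listed direction with slide as a block.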

Between CS + LPS + PPG group and CS + LPS group, 52 DE genes were annotated by the considered KEGG category, and the top 5 signaling pathways were shown as follows: phagosome (9 genes), cell adhesion molecules (9 genes), endocytosis (8 genes), antigen processing and presentation (8 genes), and type 1 diabetes mellitus (8 genes) (Figure 6(c)).

The detailed DE genes annotated by considered KEGG enrichment analysis were in supplementary data online (File S3).

## 4. Discussion

In the present study, in order to shorten the induction of COPD rat model, we established the model by exposure to CS and LPS, and histological analysis of lung has shown some pathological features of COPD, such as airway mucus and inflammatory cells obstruction, airway inflammatory cell infiltration, and proliferation of fibrous connective tissues in airway wall, and this model showed the main features of chronic bronchitis. Our findings showed that the pathological scores in the COPD rat model and the lipid peroxidation product MDA were increased significantly compared with the control and reduced by NaHS treatment. The activities of antioxidant enzymes T-SOD and CAT were also increased significantly in the rat model of COPD, and the PPG treatment reduced the activity of T-SOD and body weight. Furthermore, with microarray analysis, we found lots of DE genes were implicated in multiple biological pathways, such as response to oxidative stress and regulation of apoptosis pathways, and some DE genes, such as *Ppargcla*, *Itgb1*, *Kcnma*, *Ptgs2*, and *Psen1*, may play the role of antioxidative stress and antiapoptosis in the rat model of COPD.

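Of the 969 DE probes between the CS + LPS and control groups, 87.2% changed in the opposite direction between NaHS and CS + LPS. Both comparisons share the CS + LPS arrays, so such shares arise without any treatment effect. In draws from the residuals of all arrays that hold no group effect at all, the median was 95.0%, with a value as high in 69 of 100 draws. In draws with the CS + LPS effect kept in all exposed arrays and no effect of treatment, it was 70.9%, as high in 10 of 100, a number that ranged from 2 to 32 without single arrays. The share for PPG, which blocks the formation of H2S, was 76.2% (medians of 95.2% and 69.7% in the 2 kinds of draws, as high in 89 and 36 of 100). In the NaHS group 180 of the probes were themselves DE in the opposite direction, and in the PPG group 193, as many as in 7 and 13 of the 100 draws that kept the CS + LPS effect. With slide as a block, the shares were 99.5% with NaHS and 99.1% with PPG, as high in 0 and 2 of 100 such draws. That fit rests on control replicate 3. The treated and CS + LPS arrays lay on different slides, so these shares cannot separate treatment from slide. The paper takes the genes Ppargc1a, Itgb1, Kcnma1 and Ptgs2 from the GO terms for oxidative stress, apoptosis and cell death and from their upregulation by NaHS. It proposes that they may act against oxidative stress and apoptosis in these rats. For Ppargc1a, Ptgs2 and Itgb1 it also draws on published work in which they were overexpressed, inhibited or deleted. It further cites the lower MDA and pathological scores with NaHS, and its earlier study of H2S and smoke-induced apoptosis.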

Oxidative stress is one of critical mechanisms in the development of COPD [8]. As a lipid peroxidation product, serum MDA concentration was higher in patients with COPD compared with healthy people [28], consistent with previous study, MDA concentration in lung tissue of COPD rat model was higher compared with the control in our study. SOD enzymes include CuZnSOD, MnSOD (SOD2), and SOD3, SOD3 levels in induced sputum supernatants of COPD patients were higher compared to nonsmokers [29], and in our study, both total SOD and CAT activity were increased in COPD rat model, it may be a compensatory mechanism to counteract the acceleration of oxidative stress. H_2_S, as a gasotranmitter following NO and CO, has its own antioxidant features. H_2_S scavenged peroxynitrite and inhibited peroxynitrite-induced tyrosine nitration [30], it enhanced glutathione production in cells and alleviated cell injury induced by oxidative stress [31], and it also alleviated cigarette smoke extraction or LPS-induced oxidative stress [32, 33]. Our study demonstrated that the NaHS treatment reduced the pathological injury scores and MDA concentration compared to the COPD rat model, and the PPG treatment reduced the activity of T-SOD and body weight of rats. It is suggested that H_2_S acts as an antioxidant to protect against oxidative stress in this COPD rat model. The CAT activity was not changed by NaHS or PPG treatment, and the mechanism needs to be investigated in future study.

COPD is a progressive and irreversible disorder, whichever genes involved in its pathogenesis is incompletely understood. The present study applied microarray analysis to investigate the impact of H_2_S on gene expression profiling in COPD. Our study has found some DE genes between NaHS treatment group and CS + LPS group, such as *Psen1*, *Ptgs2*, *Mpo*, and *Slc23a2*, were involved in oxidative stress pathway, and *Ppargc1a* was upregulated by NaHS treatment. The protein encoded by *Ppargc1a* gene (also known as PGC-1*α* in human) is peroxisome proliferator-activated receptor gamma coactivator 1*α* (PGC-1*α*), as a transcriptional coactivator, it is an important regulator of energy metabolism [34], overexpressed PGC-1*α* alleviates oxidative stress and decreases apoptotic cell death in endothelial cells [34], and upregulation of PGC-1*α* is associated with reduction of oxidative stress and inflammation in diabetic myocardium [35] and attenuation of COPD in mice [36]. PGC-1*α* is essential for the induction of ROS-detoxifying enzymes such as glutathione peroxidase and SOD2 under oxidative stress, PGC-1*α* null mice were sensitive to oxidative stress [37]; PGC-1*α* inhibited mitochondrial oxidative stress by facilitating Nrf2 binding to antioxidant response element promoter site and inducing SOD2 expression in sepsis [38]. It is suggested that the upregulation of PGC-1*α* by H_2_S is one of the mechanisms for antioxidative stress and for the treatment of COPD.

Apoptosis is one kind of regulated cell death [9], many studies have shown that apoptotic cells are increased in the lungs of COPD patients [39], and apoptosis of epithelial and endothelial lung cells led to lung parenchyma destruction and emphysema; animal experiments have also proven that apoptosis is involved in the pathogenesis of COPD [40]. In the present study, 6 differential expressed genes between NaHS treatment group and CS + LPS group were involved in the positive regulation of apoptosis pathway (Table 4), such as *Ptgs2* and *Itgb1*, and these two genes were upregulated by NaHS treatment. *Ptgs2* encodes protein prostaglandin-endoperoxide synthase 2 is also known as cyclooxygenase 2 (COX-2). COX-2 is an enzyme that catalyzes the production of thromboxanes and prostaglandins from arachidonic acid, it is related with tumorigenesis, and the overexpression of COX-2 inhibits apoptosis [41]. In contrast, inhibition of COX-2 promoted TGF-*β*-induced apoptosis and aortic valve calcification [42]. In addition, *Itgb1* encodes protein *β*1 integrin, which is one subunit of integrins. Integrins are membrane receptors that mediate cell adhesion and migration. Cultured pancreatic acinar cells from *β*1 integrin-deficient mice showed an increase of cell apoptosis [43]; *β*1 integrin is important for the survival of vascular smooth muscle cells, the conditional deletion of *Itgb1* in adult mice resulted in vascular smooth muscle cell apoptosis and vascular fibrosis [44]; edothelial *β*1 integrin is indispensable for embryonic liver growth, deletion of *Itgb1* in endothelial cells results in smaller liver size and more apoptotic cells in liver [45]. Our previous study has shown that H_2_S attenuated cigarette smoke-induced apoptosis in rat lung [46], and the upregulation of gene *Ptgs2* and *Itgb1* by H_2_S may contribute to attenuate apoptosis in the lungs of COPD rat model. It needs further validation in vitro in future study.

The novelty of the present study is that we screened many DE genes regulated by H_2_S in COPD rat model, and by bioinformatic analysis, we found that the DE genes were involved in multiple signaling pathways, such as oxidative stress, apoptosis, immune response, and inflammation response pathways, and several genes were upregulated by H_2_S treatment. However, there are several drawbacks in this study. The first drawback is that we did not further verify the interesting DE genes by quantitative real-time polymerase chain reaction (qRT-PCR). Another drawback is that we did not detect markers of apoptosis in lung tissues, while our previous study has demonstrated that H_2_S alleviated cigarette smoke-induced apoptosis *in vivo* [46], and the present work has proven the successful COPD rat model induced by cigarette smoking and LPS and detected the markers of oxidative stress.

Future studies are needed to confirm the DE genes regulated by H_2_S in the development of COPD, such as *Ppargc1a, Ptgs2*, and *Itgb1*. It is indispensable to prove the function of these genes *in vivo* and *in vitro*. As microarray analysis screens thousands of genes and gives us too much information, it is meaningful to explore other interesting genes from the data. We afforded preliminary data of DE genes in this study, and the findings will give insight into future study for the mechanisms of H_2_S in COPD.

## Figures and Tables

**Figure 1:**
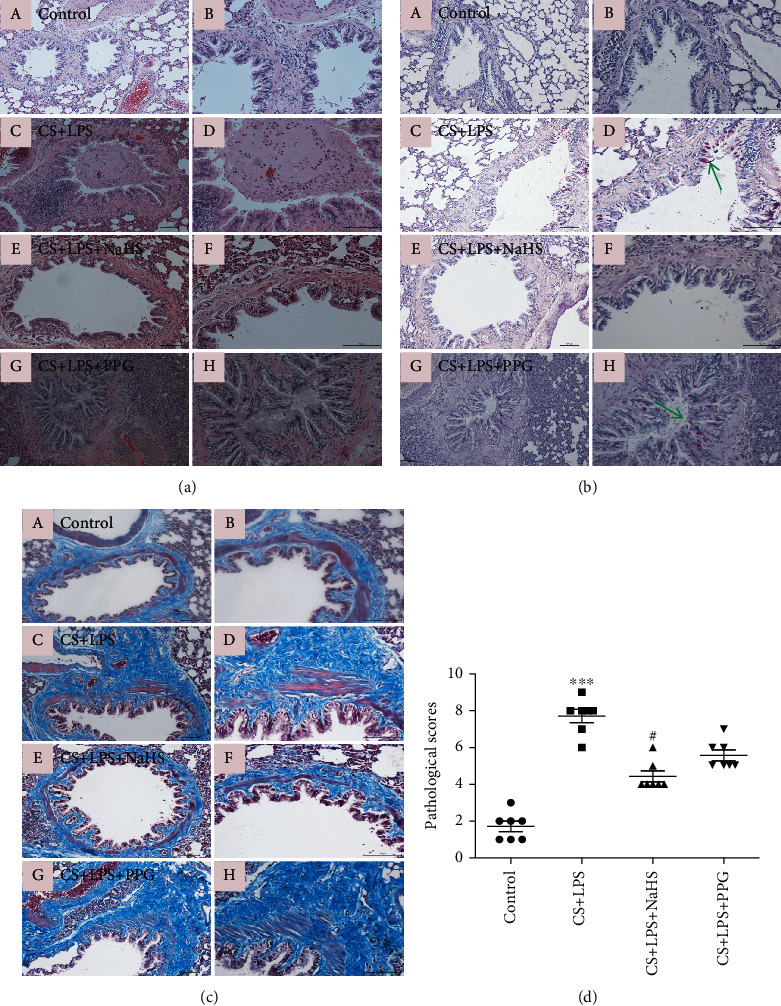
Histological analysis of lung tissue section. (a) H&E staining. (b) PAS staining, arrows indicate positive staining. (c) Masson trichrome staining. (A) and (B): control group; (C) and (D): CS + LPS group; (E) and (F): CS + LPS + NaHS group; (G), (H): CS + LPS + PPG group. (A), (C), (E), and (G) (magnification ×100); (B), (D), (F), and (H) (magnification ×200). (d) Pathological scores of rat lung tissues. Data are expressed as mean ± SEM (*n* = 7/group), ^∗∗∗^*P* < 0.001 vs. control; ^#^*P* < 0.05 vs. CS + LPS group.

**Figure 2:**
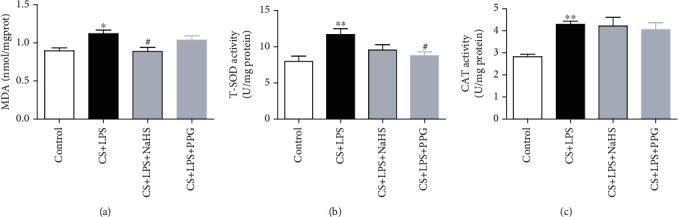
MDA concentration and T-SOD and CAT activities in rat lung tissues. (a) MDA concentration; (b) T-SOD activity; (c) CAT activity. Data are expressed as mean ± SEM (*n* = 7/group), ^∗^*P* < 0.05, ^∗∗^*P* < 0.01 vs. control, and ^#^*P* < 0.05 vs. CS + LPS group.

**Figure 3:**
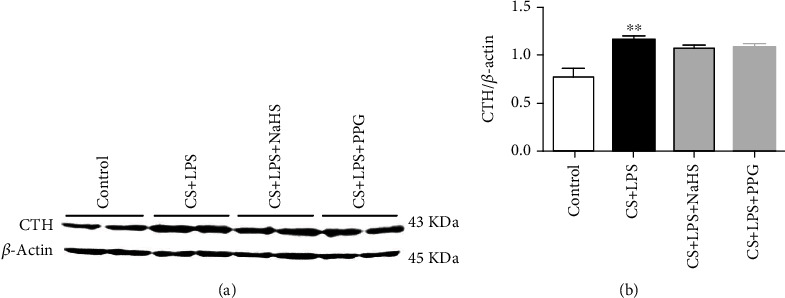
CTH protein in rat lung tissues. (a) Representative band of western blotting. *β*-Actin was reference control. (b) Quantification of CTH protein level by Image J software. Data are expressed as mean ± SEM (*n* = 4/group), ^∗∗^*P* < 0.01 vs. control.

**Figure 4:**
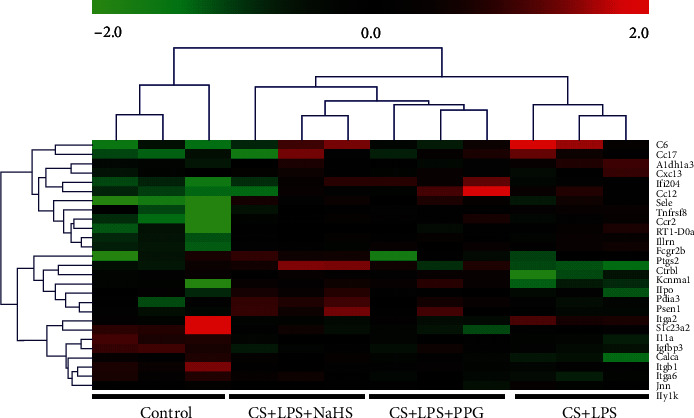
Heat map of unsupervised hierarchical cluster analysis of representative genes. Data from individual subjects and individual genes are shown in columns and rows separately. The color represents the intensity of the signal (*n* = 3/group). Green bars represent low expression levels, red bars represent high expression levels, and black bars represent no change relative to normalized median gene expression values.

**Figure 5:**
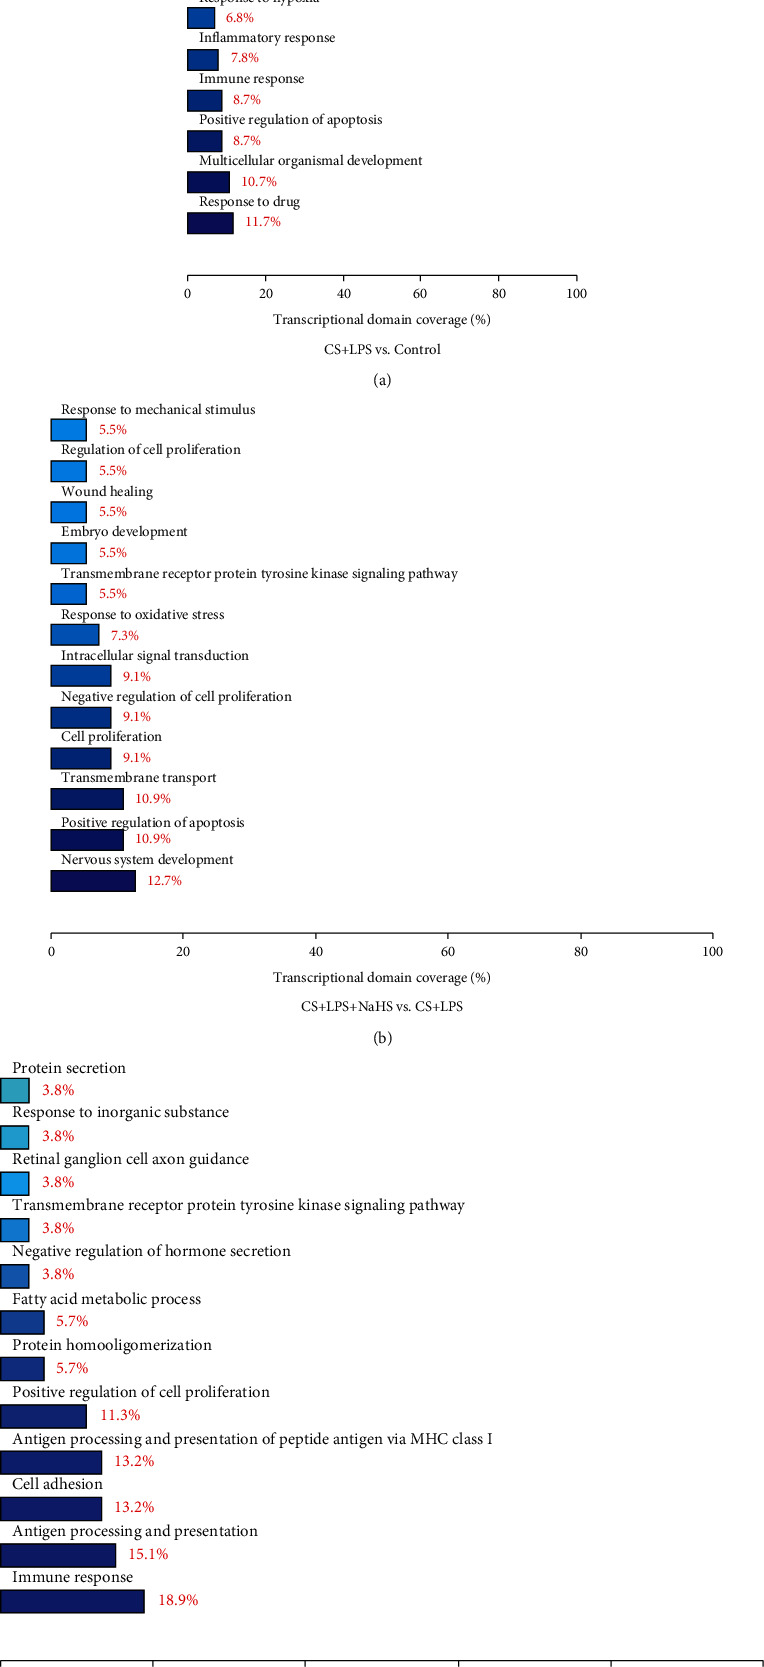
DE genes annotated by the considered GO biological process category. The DE genes between CS + LPS and control group (a), between CS + LPS + NaHS and CS + LPS group (b), and between CS + LPS + PPG and CS + LPS group (c), respectively. (*n* = 3/group).

**Figure 6:**
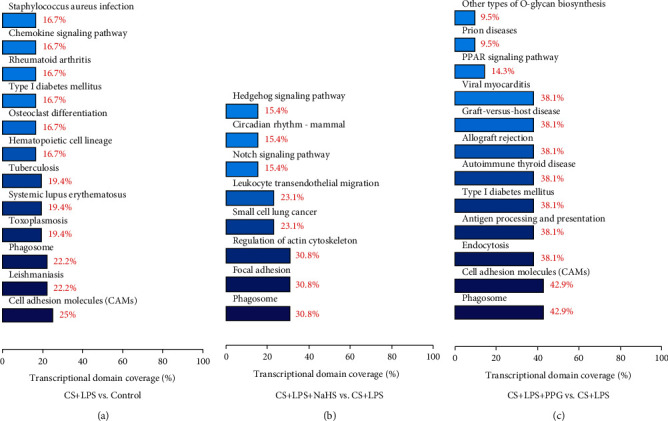
DE genes annotated by the considered KEGG category. The DE genes between CS + LPS and control group (a), between CS + LPS + NaHS and CS + LPS group (b), and between CS + LPS + PPG and CS + LPS group (c), respectively. (*n* = 3/group).

**Table 1:** The body weight of rats in each group before and after experiment.

Group	Preexperiment (g)	Postexperiment (g)
Control	246.4 ± 6.4	436.7 ± 34.88
CS + LPS	241.5 ± 15.1	384.4 ± 18.36^∗^
CS + LPS + NaHS	241.9 ± 6.1	394.0 ± 24.1
CS + LPS + PPG	239.4 ± 9.4	305.2 ± 37.7^∗∗∗^

**Table 2:** Lung function.

Group	PIF(L/S)	PEF(L/S)	IP(mmHg)	IPslope(mmHg/s)
Control	3.09 ± 0.19	6.13 ± 0.99	0.90 ± 0.42	91.99 ± 16.26
CS + LPS	2.97 ± 0.12	4.68 ± 0.16^∗∗∗^	1.49 ± 0.16^∗∗^	95.52 ± 8.23
CS + LPS + NaHS	2.96 ± 0.10	4.93 ± 0.13	1.33 ± 0.20	91.07 ± 4.92
CS + LPS + PPG	2.96 ± 0.10	4.80 ± 0.27	1.45 ± 0.18	87.67 ± 3.42

**Table 3:** The number of DE Genes.

Comparison group	Reference group	Upregulated	Downregulated	Total
CS + LPS	Control	233	108	341
CS + LPS + NaHS	Control	127	114	241
CS + LPS + PPG	Control	287	161	448
CS + LPS + NaHS	CS + LPS	151	40	191
CS + LPS + PPG	CS + LPS	161	56	217

^∗^ *n* = 3/group.

**Table 4:** The DE Genes involved in positive regulation of apoptosis or response to oxidative stress.

GO biological process		
Positive regulation of apoptosis		Response to oxidative stress
CS + LPS/control	CS + LPS + NaHS/CS + LPS	CS + LPS + NaHS/CS + LPS
*Itgb1*↓	*Itgb1*↑	*Slc23a2*↓
*Kcnma1*↓	*Kcnma1*↑	*Mpo*↑
*Igfbp3*↓	*Ctrb1*↑	*Psen1*↑
*Itga6*↓	*Pdia3*↑	*Ptgs2*↑
*Jun*↓	*Psen1*↑	_
*Aldh1a3*↑	*Ptgs2*↑	_
*C6*↑	_	_
*Ifi204*↑	_	_
*Tnfrsf8*↑	_	_

“↓”:downregulated; “↑”: upregulated.

## Data Availability

The gene expression data used to support the findings of this study are deposited in the database Gene Expression Omnibus (GEO) (GEO accession number: GSE184693). Other data are included within the article and supplementary information files.

# Supplementary material for: The Protective Role of Hydrogen Sulfide and Its Impact on Gene Expression Profiling in Rat Model of COPD
**Source:** Oxid Med Cell Longev. 2022 Mar 18;2022:9407927. doi: 10.1155/2022/9407927
**Supplement:** Supplementary Materials — File S1: the raw histological images. File S2: the DE genes annotated by considered GO enrichment analysis between CS + LPS and control group, between CS + LPS + NaHS and CS + LPS group, and between CS + LPS + PPG and CS + LPS group. File S3: the DE genes annotated by considered KEGG enrichment analysis between CS + LPS and control group, between CS + LPS + NaHS and CS + LPS group, and between CS + LPS + PPG and CS + LPS group.

**Supplementary materials:**

File S1:

The raw histological images.

(https://drive.google.com/file/d/1SHixLhyMOg4CusYtlIR8hBG6GKT6b_yW/view?usp=sharing).

File S2:

The DE genes annotated by considered GO enrichment analysis between CS+LPS and Control group, between CS+LPS+NaHS and CS+LPS group, and between CS+LPS+PPG and CS+LPS group.

(<https://drive.google.com/file/d/1dAGhowcWb_WPGoNtx4mjwSqm7dLeC8Q4/view?usp=sharing>).

File S3:

The DE genes annotated by considered KEGG enrichment analysis between CS+LPS and Control group, between CS+LPS+NaHS and CS+LPS group, and between CS+LPS+PPG and CS+LPS group.

**(**https://drive.google.com/file/d/1P77f-zdZH_HEisBeQNtpZyLBnAB_BUBj/view?usp=sharing)

How the deposited data were processed for this re-analysis (not part of the article)

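Lung RNA of 12 rats was measured on single-colour Agilent rat arrays, 3 rats in each of 4 groups (control, CS + LPS, CS + LPS + NaHS and CS + LPS + PPG). The authors deposited, for each array, the output of Feature Extraction 10.7.3.1, whose processed signal is a background-subtracted intensity on a linear scale. The authors deposited 5 lists of DE probes made in GeneSpring, in which the fold change is a linear ratio without sign, the direction is given as a word, and the p-value is not adjusted as far as the methods state. In the same lists the authors deposited signals of each rat on the log2 scale. The methods do not state how these were normalized. They lay within 0.05 of quantile-normalized values over all probes for 99.7% of 11856 values. Of the columns given for each array, 60 were not used here. Groups were assigned from the sample labels.

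The processed signal was turned into log2 values, the 75th percentile of each array was subtracted, and the mean of the 12 percentiles was added back. Spots marked as outliers by the scanner software were left out, and the spots of a probe were averaged. Probes well above background on all 3 arrays of at least 1 group were kept. On single arrays the share of probes well above background was 66.0% to 70.4% in control, 69.1% to 74.3% in CS + LPS, 69.0% to 75.5% with NaHS and 68.9% to 71.6% with PPG. Symbols came from the RefSeq accession of the probe in a gene table of assembly GRCr8, used for names only, which matched 17514 probes, and otherwise from the authors' lists (194 probes). No symbol was found for 12659 probes. Positions came from the authors' lists, which name no genome build.

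Computations used R 4.3.3, limma 3.58.1 and data.table 1.17.8. The linear model of limma was fitted to all 12 arrays and 5 comparisons were read from it. A probe was called DE at a fold change of at least 2 and an unadjusted two-sided p under 0.05, and counts with a Benjamini-Hochberg adjusted p under 0.05 were kept apart. Chemokine ligands, integrins and RT1 genes were tested as families with fry and camera of limma. Arrays were clustered by average linkage on 1 minus Pearson's r, with an exact permutation over 15400 partitions. Distances to control were Euclidean. The correlation of the NaHS and PPG effects, the probes that both shared, and the probes that moved opposite to the effect of CS + LPS were compared with 100 draws from the residuals of the arrays, once without any group effect and once with the effect of CS + LPS kept in all exposed arrays. The fits were tested on simulated data with known changes.

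Named genes were chosen by a rule set before the data were examined. They are every gene that the text or Table 4 names, the genes of 4 lists (enzymes that form H2S, antioxidant enzymes, the response to smoke, and sex), and for each comparison the 3 largest rises and falls among DE probes with a symbol that were well above background on all arrays compared and did not overlap between groups. The most intense probe stands for a gene, and other probes are named where their direction differs. The values of 1 gene chosen by this rule are not reported here.

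Alternatives were quantile normalization, a 75th percentile over probes well above background on all arrays, normexp background correction with an offset of 50, outlier spots kept, slide or replicate number as a block, 3 other filters, only the 2 groups compared, the methods' t-test, counting by gene, and leaving out each array in turn. The normexp alternative was to use the mean signal of each spot, a column that these files do not hold, and used the median signal. Marker genes of blood, pancreas, skeletal muscle, heart muscle, fat, B and T cells, thyroid, neutrophils, airway epithelium, and alveolar type 1 and type 2 cells were compared with 10000 random sets of probes of similar intensity. GO terms were read from the authors' lists. KEGG pathways, the enrichment tests, and the gene list shown only in Figure 4 were not used here.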

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

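The tests of slide, control replicate 3, neutrophils, airway epithelium, heart muscle and PPG in this part were chosen after the result was seen, and the fits, quantile normalization and the smoke response list were set before. The 8 results below were picked among the named genes that the paper does not discuss, for a log2 fold change of at least 1 against control, an adjusted p under 0.05 from limma both as scaled here and after quantile normalization, and no overlap between the groups, a filter that was set after values of these genes had been viewed. Each is a signal above the control arrays in genes outside those the paper reports on.

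Ahrr was higher than control in all 3 exposed groups, by 2.03 in CS + LPS, 2.12 with NaHS and 1.77 with PPG (adjusted p = 0.016, 0.036 and 0.0225 from limma). After quantile normalization the differences were 2.22, 2.24 and 1.91. The slides argue against a technical origin, since on slide 1 alone the 6 treated arrays were 2.24 above control replicates 1 and 2, with the lowest treated value at 7.36 and the highest of these controls at 6.05. Control replicate 3 argues against it too, since without it the smallest of the 3 differences was 2.06. The exposure to cigarette smoke may explain the rise, because all 9 exposed rats had it, but smoke and LPS were always given together here and this stays a hypothesis found and tested on the same arrays. Of 11 detected genes of the smoke response list, in which Ahrr is included, Ahrr alone had an adjusted p under 0.05 in CS + LPS.

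Fcnb was 2.61 above control with PPG (adjusted p = 0.0424 from limma). On slide 1 alone the difference was 2.27, but with a slide block, or without control replicate 3, it no longer had an adjusted p under 0.05 (adjusted p = 0.0812 from limma), so a part of the slide or of control replicate 3 stays open. A larger share of neutrophils in the PPG samples may explain it, since the 12 detected neutrophil markers were higher by a median of 0.81 than in control replicates 1 and 2, with 9 of 12 higher, against an upper limit of 0.30 over random sets. The most abundant of them, S100a9, was higher by 0.99. The 6 exposed arrays without PPG were higher than control by 2.76 (exact permutation p = 0.0119), which argues against PPG as the whole cause. Whether the cells or their expression changed stays open.

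Scgb3a1 was 3.61 above control with PPG (adjusted p = 0.0397 from limma), and 4.60 above control replicates 1 and 2 on the same slide. The other airway epithelium markers had a median difference of -0.0263 with 3 of 7 higher. They went both ways, with Bpifa1 at 8.38 and Muc5b at 1.59 but Scgb3a2 at -0.25 and Scgb1a1 at -0.15, so a larger share of airway epithelium, or of its secretory part, cannot be told apart from a change within the cells. The control arrays themselves ranged from 9.57 to 13.65. The 6 exposed arrays without PPG were 2.01 above control and overlapped with it, and all lay below the PPG arrays. The PPG treatment stays open as an explanation, as do smoke and LPS, which PPG rats had also received.

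Defb5 was 2.24 above control with PPG (adjusted p = 0.0242 from limma) and 2.07 above control replicates 1 and 2 on the same slide, which argues against the slide as the whole cause. It was also 1.77 above control in CS + LPS and 2.20 with NaHS, and over these 6 arrays without PPG the difference was 1.99 (exact permutation p = 0.0119), with the lowest at 8.10 and the highest control at 7.38. This argues against PPG as the whole cause. Smoke and LPS, which all of these rats had received, stay open.

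Fabp3 was 2.96 above control with PPG (adjusted p = 0.0484 from limma) and 3.77 above control replicates 1 and 2 on the same slide. Heart muscle tissue in some of the samples could contribute. Over all 12 arrays, which were examined first, the Pearson correlation of Fabp3 with the heart transcript Myh6 was 0.89, a value that cannot be interpreted because the arrays fell into separate clusters, with Myh6 at most 4.23 on 3 arrays and at least 9.39 on 9. It was then restricted to these 9 arrays, where Pearson's r was 0.75 (exact permutation p = 0.0196) and Spearman's rho 0.70 (permutation p = 0.0433). Without the 2 farthest arrays it was 0.24, so heart tissue cannot be told apart from a change in the lung. The 6 exposed arrays without PPG were 1.21 above control and overlapped with it, so PPG stays open too.

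Cxcl3 was 2.10 above control in CS + LPS (adjusted p = 0.0157 from limma). Against control replicate 3 alone, on the same slide, the CS + LPS arrays were 2.28 higher, which argues against the slide as the whole cause but rests on a single control array. Smoke and LPS stay open as an explanation.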

How the results depend on the processing

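The 4 settings that combine quantile normalization with another choice, and the authors' probe of Itgb1, were chosen after the result was seen, and all other alternatives were set before the data were examined. Values are given in the order CS + LPS, NaHS and PPG against control, then NaHS and PPG against CS + LPS, and where some are left out they stayed within 1.5 times the value scaled here. Of 110 counts of DE probes under the alternatives, 64 stayed within that range, as did 38 of 110 counts with an adjusted p under 0.05. The cause was not tested except where fewer probes or arrays entered by construction.

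DE probes numbered 444, 254, 384, 96 and 122 with normexp background correction. Slide as a block gave 4831 for CS + LPS against control and 4224 and 4120 against CS + LPS. Without a filter they were 2069, 1258, 654 and 852, PPG against control left out. The filter on all 12 arrays, by which fewer probes were tested, gave 191 and 223 against CS + LPS. The filter on at least 1 array gave 1568, 963, 565 and 719, PPG against control left out. The methods' t-test gave 443, 279 and 498 against control, and counting by gene 526, 350, 584, 192 and 235. Quantile normalization, a 75th percentile over probes well above background, outlier spots kept, and only the 2 groups compared stayed within the range for all 5, at 922, 633, 1007, 254 and 337 for quantile normalization. Without single arrays the counts ranged from 612 to 1790, 412 to 1228, 660 to 1602, 330 to 446 and 384 to 526, and the highest of the 3 against control were all without control replicate 2 and the lowest without control replicate 3.

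Probes with an adjusted p under 0.05 numbered 205 for CS + LPS against control and 48 and 49 against CS + LPS after quantile normalization. With normexp they were 880 and 13 for CS + LPS and NaHS against control and 49 and 49 against CS + LPS. Slide as a block gave 8830 for CS + LPS and 642 for PPG against control and 4890 and 4793 against CS + LPS. Without a filter they were 116, 1, 111, 70 and 68, and with the filter on at least 1 array 202, 1 and 324 against control. With only the 2 groups compared, limma called 3, 0 and 0 against control (2920, 2551 and 4180 with an unadjusted p under 0.05) and 210 for NaHS against CS + LPS. The methods' t-test called 1, 0, 0, 1 and 1 (unadjusted 2477, 2346, 3731, 2725 and 2192). Without single arrays they ranged from 29 (without CS + LPS replicate 3) to 1297, 0 to 103, 12 (without PPG replicate 1) to 1666, 30 to 133 and 47 to 170, each range over the 6 arrays of the groups compared. Arrays outside the comparison also enter the spread, and without control replicate 3 the counts were 393 and 283 for NaHS and PPG against CS + LPS. The 0 is from limma both without NaHS replicate 1 (2208 probes at an unadjusted p under 0.05) and without NaHS replicate 2 (2546).

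Replicate numbers did not pair the rats. Of 18 pairs across groups, residual correlations were -0.31 to 0.14, and 2 were above 0.1. With the replicate number as a block, 79, 2, 32, 52 and 60 probes had an adjusted p under 0.05, and the DE counts stayed within the range. The chemokine mean of 0.49 then had a fry p of 0.0603.

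Chosen after seeing the data, quantile normalization with the methods' t-test gave 367, 269, 486, 213 and 240 DE probes and 2, 1, 4, 0 and 2 adjusted (for the 0, 2596 unadjusted). Over all probes with controls these were 370, 272, 492, 214 and 241, and again 2, 1, 4, 0 and 2 (for the 0, 2581 unadjusted). Quantile normalization with a slide block gave 4777, 4125 and 4170 DE probes for CS + LPS against control and both comparisons with CS + LPS, and 9066, 5194 and 5204 adjusted. Quantile normalization without control replicate 3 gave 577 DE probes and 262 adjusted for CS + LPS against control. All of these were chosen after seeing the data.

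The chemokine mean was 0.33 under normexp (fry p of 0.088) and 0.57 with a slide block (0.0512), and was 0.49 with a camera p of 0.106 when the correlation was estimated. It ranged from 0.44 to 0.56 without single arrays, with a fry p of 0.0382 to 0.0778, and 5 of these 6 fits were no longer under 0.05. The integrin mean reversed to -0.21 with a slide block. It was 0.23 over all detected probes (fry p of 0.0387), 0.18 with a preset camera p of 0.044, and 0.11 to 0.23 without single arrays. The RT1 mean reversed to -0.33 with a slide block, was 0.27 with a preset camera p of 0.00448, and was 0.20 to 0.32 without single arrays. Of 45 family values under alternatives 31 kept direction and side of the threshold.

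With Euclidean distance 1 group formed its own cluster over the detected probes and 1 over the named genes. The other 19 of 21 cluster counts stayed within the range. Counting detected genes by symbol gave 11331. The difference in distance to control between CS + LPS and NaHS over the named genes was 1.38 with slide removed, and without single arrays it ranged from -0.24 to 0.55 and reversed in 3 of 9, to -0.24 without NaHS replicate 3, -0.13 without control replicate 3 and -0.01 without CS + LPS replicate 1. With the authors' Itgb1 probe it was 0.36. Over the detected probes it was 80.1 with slide removed, 0.00490 on a scale of 1 minus r, and 9.53 to 18.8 without single arrays. The shared NaHS and PPG probes numbered 140 after quantile normalization, 45 under normexp, 3340 with a slide block and 101 with the filter on all 12 arrays, and 187 to 284 without single arrays. The correlation of these effects was 0.54 to 0.70 without single arrays. With a slide block 99.5% (NaHS) and 99.1% (PPG) of the CS + LPS probes moved the opposite way, and without single arrays 80.4% to 93.4% and 71.2% to 84.3% did. The number of draws as high, of 100 that kept the CS + LPS effect, moved with them. For NaHS it was 0 with a slide block, 17 under normexp, 2 without control replicate 3 or CS + LPS replicate 1, and 32 without control replicate 2. For PPG it was 2 with a slide block, 18 without a filter, and 20 to 56 without single arrays.

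Of 1240 values of single genes, 1116 passed in the same direction before and after, or passed in neither and moved by less than the SD within groups, and 1174 kept their sign. Of those that changed sign, 3 had passed fold change and p before or after, all with slide as a block: Slc23a2 to 1.46 and Cd300lg to -0.89 in NaHS against CS + LPS, and Cat to -1.08 in PPG against CS + LPS. The other changes of sign were of values that did not pass, such as Cat in NaHS against CS + LPS, from 0.91 to -0.47 with slide as a block.

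Scan date as a block was not run because it equals the slide, nor was the software or protocol, which was the same on all arrays. Where a slide block is used, the slide effect is estimated from control replicate 3 against control replicates 1 and 2 alone. Genes near background, such as Ptgs2 and Slc23a2, are limited by signal, as their changes under normexp of 0.46 and -0.35 show.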

Differences from the paper's values

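The authors' probe of Itgb1 and 4 settings that combine quantile normalization with another choice were chosen after the result was seen, and they are named as such. The paper calls its DE counts genes, but the authors' deposited lists hold the same numbers of probes (341, 241, 448, 191 and 217). Both those counts and the ones here are therefore of probes past the same fold change and p. The alternative of counting by gene is in another unit, so a value of it within the range is no like-for-like match. In each case 12 alternatives had been set before the data were examined, besides leaving out single arrays.

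For CS + LPS against control the paper gives 341 DE genes, and 969 probes were counted here. Normexp background correction and the methods' t-test came within 1.5 times the paper's value and the other 10 alternatives did not. The paper gives 233 upregulated, against 351 here. A 75th percentile over probes well above background, outlier spots kept, the filter on all 12 arrays, only the 2 groups compared, the methods' t-test and counting by gene came within that range, as did leaving out control replicate 3 or CS + LPS replicate 2 or 3, and the other 6 alternatives did not. The paper gives 108 downregulated, against 618 here, and none of the 12 alternatives came within the range. The share of higher probes was 36.2% here, against a majority in the paper, and was 61.6% after quantile normalization.

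For NaHS against control the paper gives 241 DE genes, 127 up and 114 down, against 567, 276 and 291 here. The total came within the range under normexp, the methods' t-test and counting by gene, the upregulated count under the filter on all 12 arrays, the methods' t-test and counting by gene, and the downregulated count under the slide block, the methods' t-test, counting by gene and without control replicate 3. The other 9 alternatives did not in each case.

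For PPG against control the paper gives 448 DE genes, 287 up and 161 down, against 930, 493 and 437 here. Normexp, the slide block, the methods' t-test, counting by gene and leaving out control replicate 3 brought all 3 counts within the range, and the filter on all 12 arrays brought the total and the upregulated count. The other alternatives did not.

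For NaHS against CS + LPS the paper gives 191 DE genes and 151 up, against 361 and 316 here, and quantile normalization, the filter on all 12 arrays and counting by gene came within the range for both while the other 9 alternatives did not. For PPG against CS + LPS the paper gives 217 DE genes and 161 up, against 435 and 378 here. The filter on all 12 arrays and counting by gene came within the range for both, the methods' t-test for the total only, and the other alternatives did not.

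Quantile normalization with the methods' t-test, over the detected probes or over all probes with controls, came within the range for all of these counts, and both settings were chosen after seeing the values. Their totals were 367, 269, 486, 213 and 240, and 370, 272, 492, 214 and 241, in the order of Table 3 by control and then by CS + LPS. Quantile normalization with a slide block, chosen after seeing the values, did so for the total and upregulated counts of PPG against control and the downregulated count of NaHS against control. Quantile normalization without control replicate 3, also chosen after seeing the values, did so for these and for the upregulated count of CS + LPS against control.

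In the authors' list for PPG against CS + LPS, 3 genes carried the term immune response, 1 antigen processing and presentation, and 1 that of peptide antigen via MHC class I, where the paper gives 10, 8 and 7. No alternative was set for these counts.

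The paper names Itgb1 as lower in CS + LPS and higher with NaHS. The most intense Itgb1 probe changed by 0.19 and -0.07. The probe of the authors' lists, a setting chosen after seeing the values, changed by -1.14 and 1.00. The latter passed a fold change of 2 after quantile normalization (also with the methods' t-test, a setting chosen after seeing the values), with a 75th percentile over probes well above background, with outlier spots kept and with a slide block. With the same slide block the most intense probe moved away from the paper's direction, to 0.71 and -0.85. The mean of the probes changed by -0.48 and 0.46. The paper counts Jun, Tnfrsf8 and Aldh1a3 as DE in CS + LPS. They changed by -0.96, 0.96 and 0.88 here and passed a fold change of 2 after quantile normalization, Jun and Tnfrsf8 also with a slide block, and Tnfrsf8 by the mean of its probes. Leaving out single arrays also brought Jun to -1.10, Tnfrsf8 to 1.21 and Aldh1a3 to 1.02. The paper counts Ptgs2 as higher with NaHS. Its rise of 1.26 had a p of 0.103 from limma, and passed with the methods' t-test, with only the 2 groups compared and with a slide block. The paper counts Slc23a2 as lower with NaHS. Its change of -0.90 did not pass, and it did after quantile normalization, with -1.09. All 5 of these genes passed with quantile normalization and the methods' t-test, a setting chosen after seeing the values. The paper describes the NaHS arrays as close to control in Figure 4. Over the 16 genes that the paper names, which are not the list of that figure, they were 0.19 closer than the CS + LPS arrays (exact permutation p = 0.8), and 14.7 closer over all detected probes (exact permutation p = 0.1).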

Other observations

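The marker lists for control replicate 3, the splits, the heart and skeletal muscle lists and the RT1 spread were tested as set out beforehand, and the slide, overall signal and spike-in tests of control replicate 3, the slide test of shared probes, the fat test and the heart and skeletal muscle tests within 9 arrays were chosen after the result was seen.

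Control replicate 3 lay apart from the other 11 arrays, with 2717 probes higher and 1179 lower by at least 1 on the log2 scale than the mean of control replicates 1 and 2. Several explanations were argued against. After quantile normalization its highest correlation with another array was still 0.956, so a lower overall signal does not account for it. Over the 3896 probes set apart, the CS + LPS arrays of its slide showed a median of -3.61% of its shift, which argues against the slide. The median difference from the other controls was -0.82 for blood markers, -1.53 for B and T cells and -0.92 for neutrophils. It was -0.21 for thyroid and 0.81 for skeletal muscle, both within the range of random sets (up to 1.25 and 0.87), with members that went both ways (-0.56 to 1.31 and -1.18 to 9.78), so these 2 tissues stay open. The member at 9.78 was Myh7, which followed the heart transcript Myh6 over the arrays. Myh6 was highest on control replicate 3, at 14.78 against 3.42 and 4.09 on control replicates 1 and 2. Heart muscle was not among the lists tested for this array and stays open as well. Fat markers were higher by 3.34, 7 of 7, with Cidea at 13.79 against 10.45 and Ucp1 at 13.24 against at most 5.93 on all other arrays, so a larger share of fat, including brown fat, may contribute. Airway epithelium markers were higher by 1.15, 8 of 8, with Scgb1a1 at 18.53 against 17.46, and these are genes that lung also expresses. Pancreas markers met the set criterion narrowly, at 1.05 against 1.02 for random sets, 5 of 7 higher, but a look at the members afterwards showed the most intense, Cela1, lower (8.12 against 9.92). Alveolar type 2 and type 1 markers differed by -0.49 and -0.58. A change in the RNA of that rat alone cannot be told apart from a fault in the preparation, since the spike-in probe ERCC-00113 was 6.07 above the highest other array and a second one 4.19 above.

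The same lists were compared between groups. Against control, neutrophil markers had medians of 0.80, 0.94 and 1.06 and B and T cell markers of 0.87, 0.87 and 1.07 in CS + LPS, NaHS and PPG. Control replicate 3 was low in both, so these values rest partly on it.

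Against control, Cbs changed by -1.16, -1.40 and -1.17 in CS + LPS, NaHS and PPG (adjusted p = 0.141, 0.185 and 0.112 from limma), Cth, the target of PPG, by 0.12, 0.09 and -0.10, and Mpst by 0.09, 0.31 and 0.24. With slide as a block Cth changed by 1.19 in CS + LPS. Of these 3 genes that form H2S, Cbs alone passed fold change and p, in each comparison with control, but in CS + LPS it did not after quantile normalization (-0.99), with normexp (-0.99), with a slide block (-0.76), with the methods' t-test (p of 0.0713), or without control replicate 2 (-0.87) or CS + LPS replicate 3 (-0.83). With PPG it did not with normexp (-0.94), with the methods' t-test (p of 0.0724) or in at least 1 fit without a single array (smallest change -0.81), and with NaHS it passed in all of these. Of the 3 genes 0 had an adjusted p under 0.05 from limma over all genes. Adjusted over the list alone, 1 did with NaHS. Of 4 antioxidant enzymes, Cat passed with NaHS against control, at 1.16 (adjusted p = 0.146 from limma over all genes, and under 0.05 when adjusted over the list alone). This rested on control replicate 3, without which, as with a slide block, Cat was 0.70 and did not pass. Nor did Cat pass with normexp (0.98). Cat changed by 0.91 in NaHS against CS + LPS, or by -0.47 with a slide block. Sod2 changed by 0.34 with PPG against control. Of 11 detected smoke response genes 1, 1 and 2 passed against control, Ahrr in each and Cyp1a1 at -1.22 with PPG, and adjusted over the list alone 1, 1 and 2 did. None of the 5 sex genes was matched on the array, so the sex of single rats was not tested. Gclm was not well above background.

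The effects of NaHS and of PPG against CS + LPS had a Pearson correlation of 0.62 over the detected probes (0.48 by Spearman). The draws without group effects, which share the CS + LPS arrays in the same way, had a median of 0.54, and 33 of 100 were as high. They shared 220 DE probes, against a median of 12.5 in the draws, and 4 of 100 were as high. The slide cannot be told apart from CS + LPS here, because all CS + LPS arrays were on slide 2. Control replicate 3 lay on the side of CS + LPS for 42.3% of these probes (93 of 220), and for 128 after quantile normalization.

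In each of the 5 comparisons the real grouping gave the most DE probes, and the most with an adjusted p under 0.05, of the 10 ways to split the 6 arrays, that is in 1 of 10. The same held for the fry p of chemokines, integrins and RT1 genes (1 of 10 each). With 10 splits chance cannot be excluded.

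Heart muscle transcripts differed between arrays of the same group, with Myh6 from 3.42 to 14.78. The tests set out beforehand, over all 12 arrays, gave a median correlation with Myh6 of 0.76 over 13 heart markers (members from -0.53 to 0.95) and 0.21 over skeletal muscle markers, but they cannot be interpreted, because Myh6 parts the arrays into separate clusters. Within the 9 arrays with Myh6 well above background, and with Fabp3 left out, the median over 12 heart markers was 0.88 (members from -0.34 to 0.98, 11 of 12 positive), above random sets (up to 0.46). It was 0.79 (up to 0.52 in random sets) without the 2 arrays farthest from the median of Myh6. Heart tissue in some of these samples may thus be the source. For skeletal muscle the median within the 9 arrays was 0.17, within random sets (up to 0.61), with members from -0.10 to 0.36. A look at the levels afterwards argues against fast skeletal muscle, of which these 5 are markers, as the source. Over the 12 arrays Tnni2 stayed at 8.28 to 9.19, Atp2a1 at 6.61 to 7.30 and Actn3 at 6.64 to 8.42. Tnnt3 stayed at 6.45 to 8.46 and Pvalb at 5.17 to 7.27, while Myh6 went from 3.42 to 14.78. Other skeletal muscle stays open, since Myh7, a marker not among these 5, ranged from 2.59 to 12.67. Myh7 was low on the same arrays as Myh6, so it cannot tell heart muscle from other skeletal muscle. No biological explanation was tested.

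Fat markers were higher with PPG than in CS + LPS by a median of 1.19, 6 of 7 higher. A larger share of fat tissue in these samples may explain this, but the fry p was 0.154, and the median was 4.26 with a slide block, which rests on control replicate 3. Fat and treatment cannot be told apart with these arrays.

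RT1 genes had a median SD within groups of 0.36, above random sets (0.17 to 0.26). Variants that differ between single rats of an outbred strain may be the source, and no genotype was tested.

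In 3 of the authors' lists the control probe ERCC-00148 was counted as DE, with folds of 2.26 down in CS + LPS against control and 2.46 and 2.73 up with NaHS and PPG against CS + LPS. Of 96 ERCC probes, 85 were above background on no array.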
